A study of Homo sapiens with 58 samples.

How the data were processed

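The 58 libraries hold RNA fragments crosslinked to the RNA-binding protein HuR (encoded by ELAVL1) in Huh-7.5 cells, a human hepatocellular carcinoma line. Per the labels' protocols, cells were mock treated or given 0.5 mM sodium arsenite for 45 min, crosslinked with UV at 400 and 200 mJ/cm2, and lysed, and HuR was immunoprecipitated before sequencing (CLIP-seq). For 12 libraries the cells were separated into a nuclear and a cytoplasmic fraction. The other 46 come from lines that carry APEX, an ascorbate peroxidase that biotinylates nearby proteins, directed to the nucleus (NLS), to the cytoplasm (NES) or to the stress-granule protein G3BP1 (G3BP). Of these, the enriched libraries had a streptavidin capture step in addition to the HuR immunoprecipitation and the input libraries did not.

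The authors deposited one table of signal per peak and library, in which each value is the number of CLIP tags in the peak divided by a total of that library. This reading comes from the values, because the labels state no data processing: the values of each column are whole multiples of its smallest non-zero value, and whole tags were recovered for 100% of the values in every column. The divisors ranged from 4662 to 2622677 tags. They exceed the tags in the listed peaks, which made up 3.85% to 38.7% of them. The peak caller, the removal of duplicate reads, the genome build and the source of the annotation are not stated in the file headers or the labels. Peaks are 20 nt long by end minus start, and coordinates are printed as the table gives them. Whether they count from 0 or 1 is not stated. The table had 395471 lines, of which 8257 repeated the values of another line for the same peak and were dropped, leaving 387214 peaks with 7887093 tags. Annotation classes and gene names are those of the table, and 84358 peaks carry no gene name. Shares and counts by class use the table's grouped classes, and single peaks are named by its finer annotation. The grouped intron class joins 151286 peaks annotated as intron, 63618 as CDS_Retained_intron and 78 as ncRNA_Retained_intron.

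Samples were grouped by the compartment, the capture step and the treatment in their titles, giving 16 groups. The prefix of each sample's description (JL0361, JL0380, JL0388 or JL1024) was taken as the library set and treated as a technical batch. All fraction libraries are in JL0380, so fractionation cannot be told apart from that set. Values are given in CPM, the tags per 1000000 of the library total. Shares are the percentage of a library's tags in peaks that fell in peaks of one annotation class. Wilson intervals (95%) are given for shares of single libraries, and 3 tags were taken as the smallest amount a library can show. Intervals and floors cover counting error only.

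Within each library set, replicate pairs of a group were tested for differences beyond counting noise over the 500 peaks with the most tags, against 999 tables with the same totals. The method was tested on simulated data: 1 of 20 pairs split from one library and 20 of 20 changed pairs were called different. Both came from a nuclear fraction library with 235471 tags in peaks, deeper than any enriched library. Power in shallower pairs was not tested that way. Of 32 pairs, 5 gave no detectable difference. In 4 of those, all in JL0388, pairs of JL1024 thinned to the same number of tags in all peaks were told apart. These 4 JL0388 pairs were counted as 1 sample each in group means given with an SD and in their n. Their percentages of tags in peaks nevertheless differed beyond counting noise. The peak tests and the exact tests kept every library, as fixed before the data were examined, with the version that counts these pairs once beside them.

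Peaks were tested with limma (version 3.58.1, lmFit and eBayes with a trend, R 4.3.3) on log2(value + 2.283806e-06), a pseudocount of 2.28 CPM that is the median over libraries of the smallest non-zero value. A peak entered a test when it was non-zero in at least as many libraries as the smaller group holds. The library set, and in the enriched against input tests also the treatment, was a covariate where a test spanned several. Tests were two-sided with Benjamini-Hochberg adjustment at 0.05. A second test on the recovered whole tags used edgeR's quasi-likelihood method (version 4.0.16) as an alternative. Class shares and summed peaks of 5 genes (ELAVL1, G3BP1, MALAT1, NEAT1 and ACTB, fixed before the data were examined) were compared with two-sided exact permutation tests of the difference in means. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

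The peaks named in the text follow a rule fixed before the data were examined. In each test with calls, they are the 2 largest positive and 2 largest negative log2 differences among called peaks with a gene name whose groups do not overlap within library set, with at most 1 peak per gene. No peak met the rule in the G3BP enriched against input test. Gene names and identifiers are those of the table.

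Replicate numbers come from the sample titles and, within a library set, from the descriptions; they were used to pair libraries in an alternative fit with the replicate number as a block. The labels do not state a shared culture for same-numbered libraries. Same-numbered nuclear and cytoplasmic libraries may nevertheless come from the same cells. The correlation of same-numbered libraries' deviations from the group means lay between -0.0253 and 0.0787 in the peak tests, apart from 0.115 for NES enriched arsenite against mock. In the fraction tests the median peak held 6 tags, so counting noise could hide a shared deviation.

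Both peak tests were tested on simulated data with the real library sizes, in which 200 peaks were changed 4-fold at a dispersion of 0.1. When the changed peaks were drawn from the 2000 peaks with the most tags, limma called 53 and edgeR 119 of the 200 in the mock fraction test. When they were drawn from all 157168 tested peaks, whose median was 6 tags, limma called 1 and edgeR 2. In the tests of enriched libraries against each other, limma called 0 to 50 of 200 and edgeR 13 to 66 over both ways of drawing. The interaction test called 0 with either method. In the NLS enriched against input test limma also called 1289 unchanged peaks, where edgeR called 4.

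Alternatives fixed before the data were examined were other pseudocounts (4 times larger or smaller), other peak filters, centring on the median, edgeR, no library set covariate, all library sets, the replicate block, other share measures, and leaving out each replicate. Scaling to the tags in peaks, counting the 4 pairs once, leaving out libraries under 2000 tags, and the alternatives for the 5 genes were chosen after the data had been seen.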

Results

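HuR CLIP-seq was measured in 58 libraries of Huh-7.5 cells. The fractions comprised 3 nuclear and 3 cytoplasmic libraries per treatment. The NLS and NES lines each had 2 input and 4 enriched libraries per treatment. The G3BP line had 4 mock and 5 arsenite input libraries, and 6 mock and 7 arsenite enriched libraries. The fraction libraries held 235471 to 673322 tags in peaks. The input libraries held 1353 to 484305 and the enriched libraries 519 to 86419. In all, 16 libraries held fewer than 10000 tags in peaks and 5 held fewer than 2000. Tags fell in 387214 peaks, of which 214982 were in the intron class (retained introns included), 37614 in 3'UTR, 43401 in non-coding RNA and 156 in snoRNA.

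**Figure D1:**
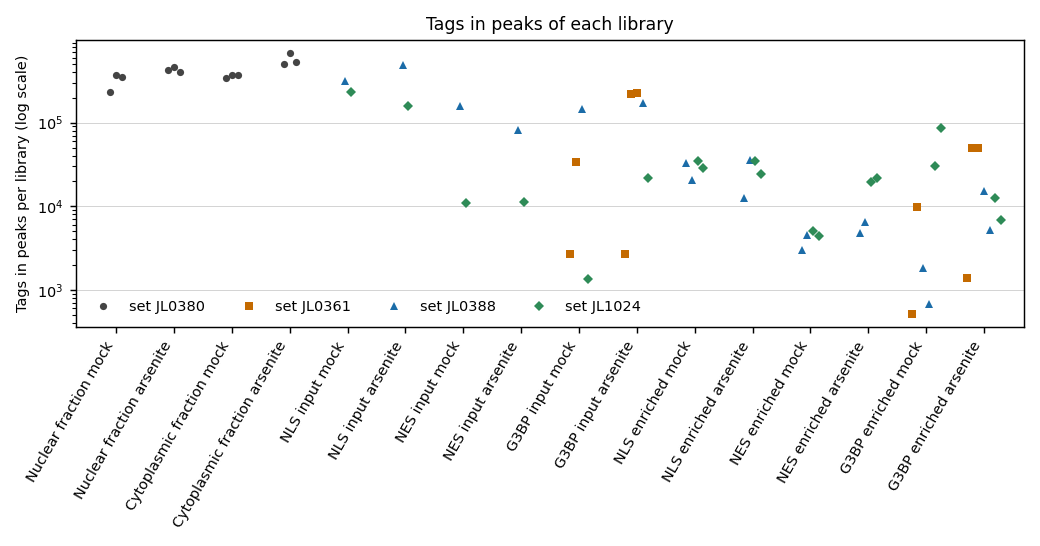
Tags in peaks of each library (log axis), by group, with 1 point per library and a symbol per library set. The fraction libraries lie between 235471 and 673322 tags, and 5 libraries of the G3BP line lie under 2000.

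Replicate libraries 1 and 2 of NLS enriched mock, NLS enriched arsenite and NES enriched arsenite, and libraries 4 and 5 of G3BP enriched arsenite, were not told apart over their 500 highest peaks. Their chi-square per degree of freedom there was 1.07 to 1.09, with p-values, from permuting tags between both libraries, of 0.06 to 0.118. Pairs of the same groups in JL1024, thinned to the same depth, gave 1.33 to 1.83, with p-values up to 0.004. The thinning matched the tags in all peaks, not those in the 500 compared. NLS enriched mock replicate 1 (JL0388) held 33057 tags over 28779 peaks, and replicate 3 (JL1024) 34803 over 17020. The test may thus have had less power in some of the 4 JL0388 pairs, and could have missed a real difference. Other values of these pairs differed beyond counting noise: the percentage of tags in peaks was 12.6% and 8.58% in the NES pair, 16.3% and 14.1% in the NLS mock pair, 17.3% and 15.98% in the NLS arsenite pair, and 17.3% and 18.6% in the G3BP pair, with Wilson intervals that did not overlap. Whether a pair is 1 library is therefore not settled. Each of the 4 pairs was counted as 1 sample in the group means given with an SD and in their n. Tests and the differences given with them use every library unless stated.

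Nuclear and cytoplasmic fractions were compared to ask where in the cell HuR binds which sites. In mock-treated cells limma called 4437 of 157168 tested peaks, 833 higher and 3604 lower in the nuclear fraction, and edgeR called 719 higher and 3681 lower. Both methods called 3832 of them. The alternative that moved the count most was leaving out a replicate, which gave between 0 and 16620 calls. With the replicate number as a block, 3983 peaks were called, and the correlation of same-numbered libraries was 0.0017. Of the 3604 lower peaks 79.3% were in 3'UTRs. Of the 833 higher peaks 47.2% were in introns and 69 peaks were in snoRNAs. Among the tested peaks, 21892 were in 3'UTRs, 86709 in introns and 108 in snoRNAs.

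The largest nuclear differences in mock cells were at GAS5 and SNHG1. The GAS5 peak (ENSG00000234741, chromosome 1, 173865358 to 173865378, lncRNA) had 114.9 ± 25.2 CPM (tags per 1000000 of the library total, SD, n = 3) in the nuclear and 1.05 ± 0.024 (SD, n = 3) in the cytoplasmic fraction, at least 36.6-fold higher (limma adjusted p 3.8e-05). The SNHG1 peak (ENSG00000255717, chromosome 11, 62855309 to 62855329, lncRNA) had 85.8 ± 13.7 and 1.03 ± 1.02 (SD, n = 3 each), at least 27.3-fold higher (limma adjusted p 0.00012). The RPL23 peak (ENSG00000125691, chromosome 17, 38850386 to 38850406, coding sequence) had 5.49 ± 1.56 in the nuclear and 176.7 ± 30.3 in the cytoplasmic fraction (SD, n = 3 each), a log2 difference of -4.53 ± 0.24 (SE, limma adjusted p 4.2e-05). The POTEF peak (ENSG00000196604, chromosome 2, 130074098 to 130074118, 3'UTR) had 0.606 ± 1.05 and 54.3 ± 9.37 (SD, n = 3 each), at least 16.3-fold lower in the nucleus (limma adjusted p 0.00027). Part of POTEF closely resembles ACTB, so tags at this peak are uncertain between the 2 genes. Across 15 alternatives the adjusted p of these 4 peaks reached at most 0.0753, when 1 cytoplasmic library was left out.

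In mock cells 3'UTR peaks held 11.7% ± 0.541 of tags in the nuclear and 42.3% ± 4.58 in the cytoplasmic fraction (SD, n = 3 each), a difference of -30.6 percentage points (exact permutation p 0.1, the smallest that 3 against 3 allows). Intron peaks held 53.9% ± 0.359 and 30.5% ± 3.74 (SD, n = 3 each), a difference of 23.4 points (exact permutation p 0.1). Paired by replicate number, both differences had an exact sign-flip p of 0.25, the smallest that 3 pairs allow. These are 2 of 12 share comparisons, whose Benjamini-Hochberg adjusted p was 0.171 at the smallest. Other share measures gave the same direction for both.

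**Figure D2:**
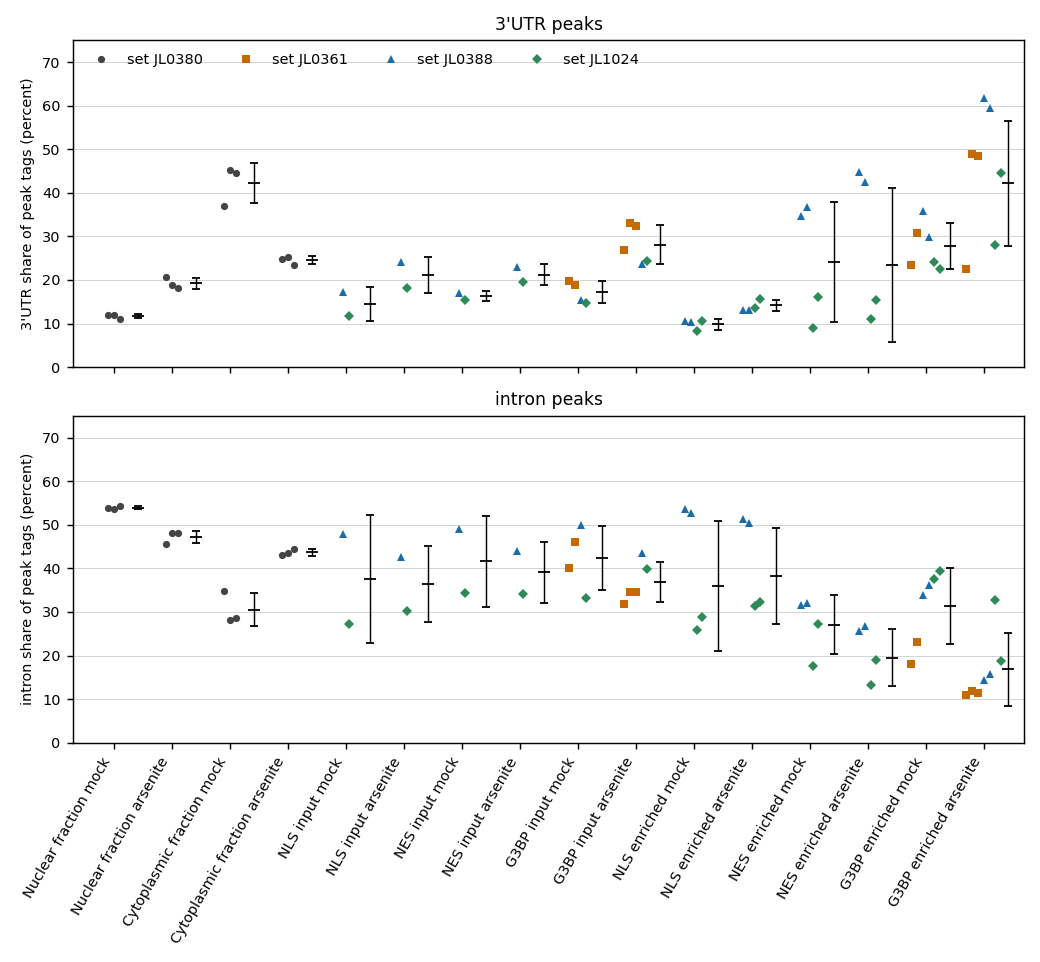
Percentage of each library's peak tags in 3'UTR peaks (top) and intron peaks (bottom), with 1 point per library, a symbol per library set, and the mean with SD as a bar beside each group (the 4 pairs counted once). The mock fractions lie at 11.7% and 42.3% for 3'UTR peaks on average, and the NES enriched libraries split by library set.

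After arsenite limma called 608 of 236332 tested peaks between the fractions, 260 higher and 348 lower in the nuclear fraction, and edgeR called 606 higher and 943 lower. With the replicate number as a block 379 peaks were called, at a correlation of same-numbered libraries of 0.00798. Leaving out 1 library gave 0 to 57 calls. Of the 348 lower peaks 59.5% were in 3'UTRs. Of the 608 peaks, 387 were also called in mock cells, 386 of them in the same direction. Over the 2000 peaks with the highest mean in the 12 fraction libraries, the median absolute log2 difference between fractions was 1.82 in mock and 0.59 in arsenite-treated cells. The 3'UTR share was 19.2% ± 1.33 in the nuclear and 24.5% ± 0.943 in the cytoplasmic fraction (SD, n = 3 each), a difference of -5.28 points (exact permutation p 0.1). The intron share was 47.3% ± 1.38 and 43.7% ± 0.760 (SD, n = 3 each), a difference of 3.59 points (exact permutation p 0.1).

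The GAS5 peak had 45.8 ± 8.89 CPM in the nuclear and 0.903 ± 0.473 in the cytoplasmic fraction after arsenite (SD, n = 3 each), at least 23.1-fold higher (limma adjusted p 8.3e-06). The SNORD3C peak (ENSG00000264940, chromosome 17, 19190039 to 19190059, snoRNA) had 37.9 ± 8.64 and 0.852 ± 0.248 (SD, n = 3 each), at least 19.1-fold higher (limma adjusted p 2.3e-05). SNORD3C has near-identical copies, so the position of its tags is uncertain. The UFM1 peak (ENSG00000120686, chromosome 13, 38361090 to 38361110, 3'UTR) had 1.36 ± 0.905 and 23.0 ± 3.95 (SD, n = 3 each), at least 9.33-fold lower in the nucleus (limma adjusted p 0.00032). The ACTR2 peak (ENSG00000138071, chromosome 2, 65269928 to 65269948, 3'UTR) had 4.09 ± 1.32 and 39.1 ± 7.18 (SD, n = 3 each), a log2 difference of -2.71 ± 0.26 (SE, limma adjusted p 0.00019). Across 15 alternatives the adjusted p of these 4 peaks reached 0.135.

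The effect of arsenite was then compared within each compartment. In the cytoplasmic fraction limma called 1473 of 193897 peaks, 465 higher and 1008 lower after arsenite. A pseudocount 4 times smaller gave 5162 higher and 1600 lower, so the main direction of the calls depended on the pseudocount, and edgeR gave 847 higher and 1953 lower. Of the 1008 lower peaks 76.2% were in 3'UTRs, and of the 465 higher peaks 51.6% were in introns. Among the tested cytoplasmic peaks 28592 were in 3'UTRs and 103820 in introns, so introns were not over-represented among the higher peaks. In the nuclear fraction limma called 372 of 200232 peaks, 304 higher and 68 lower, and edgeR called 584 and 171. Of the 304 higher peaks 77.0% were in 3'UTRs. With the replicate number as a block, 2347 cytoplasmic and 438 nuclear peaks were called, at correlations of 0.00015 and 0.0022. Leaving out 1 library gave 0 to 16959 calls in the cytoplasmic and 1 to 8614 in the nuclear fraction. Both fractions shared 67 called peaks, 23 of them in opposite directions.

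In the cytoplasmic fraction the POLR2A peak (ENSG00000181222, chromosome 17, 7484543 to 7484563, 5'UTR) rose from 2.79 ± 1.62 to 32.5 ± 4.86 CPM (SD, n = 3 each), a log2 difference of 2.82 ± 0.31 (SE, limma adjusted p 0.0049). The WEE1 peak (ENSG00000166483, chromosome 11, 9582868 to 9582888, intron) rose from 1.40 ± 0.630 to 23.3 ± 2.67 (SD, n = 3 each), at least 7.44-fold (limma adjusted p 0.0027). The TFPI peak (ENSG00000003436, chromosome 2, 187466264 to 187466284, 3'UTR) went from 104.7 ± 15.5 to 6.23 ± 1.66 (SD, n = 3 each), a log2 difference of -3.66 ± 0.25 (SE, limma adjusted p 0.00056). The TMEM123 peak (ENSG00000152558, chromosome 11, 102398573 to 102398593, 3'UTR) went from 41.7 ± 9.99 to 1.61 ± 1.56 (SD, n = 3 each), a log2 difference of -3.54 ± 0.33 (SE, limma adjusted p 0.0026). Across 15 alternatives the adjusted p of these 4 peaks reached 0.245.

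In the nuclear fraction the GNA11 peak (ENSG00000088256, chromosome 19, 3121850 to 3121870, 3'UTR) rose from 9.18 ± 5.69 to 139.1 ± 9.88 CPM (SD, n = 3 each), a log2 difference of 3.74 ± 0.30 (SE, limma adjusted p 0.0004). The FOXK2 peak (ENSG00000141568, chromosome 17, 82602919 to 82602939, 3'UTR) rose from 0.644 ± 1.12 to 34.8 ± 9.47 (SD, n = 3 each), at least 10.4-fold (limma adjusted p 0.00091). The LINC00910 peak (ENSG00000188825, chromosome 17, 43368008 to 43368028, lncRNA) went from 21.4 ± 5.52 to 1.64 ± 0.803 (SD, n = 3 each), at least 8.67-fold lower (limma adjusted p 0.0046). The CROCC peak (ENSG00000058453, chromosome 1, 16896221 to 16896241, intron) went from 12.7 ± 1.83 to 0.267 ± 0.462 (SD, n = 3 each), at least 5.14-fold lower (limma adjusted p 0.0045). Across 15 alternatives the adjusted p reached 0.138 for GNA11 and 0.269 for the other 3.

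NLS and NES enriched libraries were compared to ask whether proximity labelling separates nuclear from cytoplasmic binding. Limma called 0 of 928 peaks in mock (126 at an unadjusted p under 0.05) and 0 of 1676 in arsenite-treated cells (174 unadjusted), and edgeR called 1 and 5. With the replicate number as a block both counts were 0 (114 and 143 unadjusted), at correlations of 0.0425 and 0.0116. At this depth limma found 50 and 10, and edgeR 46 and 47, of 200 peaks changed 4-fold in simulated data. The mock count depended on single libraries: it was 0 to 230 when 1 of the 8 was left out, and 262 with the 4 pairs counted once.

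The 3'UTR share was 9.79% ± 1.25 (SD, n = 3) in NLS and 24.1% ± 13.7 (SD, n = 4) in NES enriched mock libraries. The difference over all libraries was -14.2 points (exact permutation p 0.114). It was -25.3 points in set JL0388, where the groups did not overlap, and -3.04 in JL1024, where they did. After arsenite the difference was -14.6 points (exact permutation p 0.314), -30.5 in JL0388 and 1.39 in JL1024, so its direction did not hold within sets. With the 4 pairs counted once these 3'UTR differences were -14.3 points in mock (exact permutation p 0.229) and -9.26 after arsenite (exact permutation p 0.8). The intron share in NLS exceeded that in NES libraries by 13.2 points in mock cells (exact permutation p 0.257), 21.3 and 4.99 within the sets. With the 4 pairs counted once the excess was 8.86 points (exact permutation p 0.457). After arsenite the intron share was 38.2% ± 11.02 and 19.5% ± 6.57 (SD, n = 3 each). That difference over all libraries was 20.2 points (exact permutation p 0.0286, adjusted 0.171), 24.7 and 15.7 within the sets, without overlap in either. Counting the 4 pairs once gave 18.7 points (exact permutation p 0.1, the smallest possible). The replicate block gave 20.2 points with an exact sign-flip p of 0.125.

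Peaks called between the fractions were compared by the sign of their difference in NLS against NES. In mock cells 389 of the called peaks were tested in both contrasts, and 266 (68.4%) had the same sign in both. After arsenite 160 of 231 such peaks (69.3%) had the same sign. Over all peaks tested in both contrasts the share was lower, 64.2% of 891 in mock and 57.5% of 1472 after arsenite. The rank correlation (Spearman) of the log2 differences in both contrasts was 0.48 in mock and 0.21 after arsenite. With NLS and NES compared within JL0388 it was 0.47 and 0.22, and within JL1024 0.18 and 0.021. The agreement was thus weaker in JL1024, and nearly absent there after arsenite. Peaks are not independent replicates, and the fraction libraries all belong to one set.

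G3BP and NES enriched libraries of the sets that hold both were compared to ask which sites lie near the stress-granule marker, before and after stress. In mock cells limma called 0 of 656 peaks (34 unadjusted) and edgeR 0 (123 unadjusted). With the tags in peaks as library size edgeR called 1 peak higher and 105 lower in G3BP, so its count followed the scaling. After arsenite 1223 peaks were tested, 718 of them in 3'UTRs. Limma called 6 peaks, 6 of them in 3'UTRs and higher in G3BP. EdgeR called 134 higher and 1 lower, 113 of the 134 in 3'UTRs. The result followed the scaling, because the median log2 difference of the tested peaks was 0.83. Centred on that median, 1 peak was higher and 17 lower, and scaled to the tags in peaks 0 were called (180 unadjusted). With the replicate number as a block 0 were called in mock (21 unadjusted) and 0 after arsenite (246 unadjusted), at correlations of 0.0443 and -0.0253. The EPS15 peak (ENSG00000085832, chromosome 1, 51356496 to 51356516, 3'UTR) had 65.9 ± 17.3 CPM in G3BP and 0 in NES libraries (SD, n = 3 each), at least 2.04-fold higher (limma adjusted p 0.030). The PKP2 peak (ENSG00000057294, chromosome 12, 32791089 to 32791109, 3'UTR) had 52.6 ± 19.2 and 0 (SD, n = 3 each), at least 1.63-fold higher (limma adjusted p 0.033). These values rest on 19 and 15 tags, and both peaks missed the threshold in 14 of 21 alternatives, with adjusted p up to 0.44. The interaction of line and arsenite gave 0 of 3650 peaks (181 unadjusted), a test that found 0 of 200 changed peaks in simulated data.

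The 3'UTR share in G3BP exceeded that in NES enriched libraries by 4.03 points in mock cells (exact permutation p 0.571), -2.83 in JL0388 and 10.9 in JL1024. After arsenite it was 44.4% ± 16.3 and 23.4% ± 17.7 (SD, n = 3 each). The difference over all libraries was 20.01 points (exact permutation p 0.143), 17.0 and 23.0 within the sets, without overlap in either. With the 4 pairs counted once it was 21.0 points (exact permutation p 0.2). The intron share was 36.7% ± 2.28 and 27.1% ± 6.70 in mock cells (SD, n = 4 each), a difference of 9.63 points (exact permutation p 0.0286, adjusted 0.171), 3.23 and 16.02 within the sets. The replicate block gave an exact sign-flip p of 0.125 for it. After arsenite the intron difference was -0.736 points (exact permutation p 0.943), -11.2 in JL0388 and 9.70 in JL1024. With the 4 pairs counted once it was 2.74 points (exact permutation p 0.7).

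Arsenite and mock libraries of each enriched line gave no limma calls. The counts were 0 of 2796 peaks for NLS (151 unadjusted), 0 of 753 for NES (52 unadjusted) and 0 of 1505 for G3BP (267 unadjusted). EdgeR called 0 for NLS (177 unadjusted), 0 for NES (38 unadjusted) and 47 for G3BP, 42 of them higher after arsenite. With the replicate number as a block limma called 0 in each (163, 49 and 133 unadjusted). The correlations of same-numbered libraries were 0.0164, 0.115 and 0.0787. Of 200 simulated changed peaks limma found 15, 11 and 4 and edgeR 28, 42 and 63, where 149, 136 and 133 of the 200 were tested. Differences of 4-fold were thus mostly not detectable by limma.

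Enriched and input libraries were compared to see what the streptavidin step selects. For NLS limma called 2898 of 39079 peaks, each lower in the enriched libraries, but edgeR called 23, and the enriched libraries held 27948 tags in peaks on average against 298514 in the input. For NES limma called 0 of 3059 (413 unadjusted). EdgeR called 0 higher and 14 lower there, but 13 higher and 1 lower with the tags in peaks as library size. For G3BP limma called 12 higher and 12 lower of 2890, and edgeR 70 higher and 85 lower. Scaling to the tags in peaks gave 17 higher and 3 lower by limma for G3BP. The NUTF2 peak (ENSG00000102898, chromosome 16, 67871181 to 67871201, 3'UTR) had 8.52 ± 7.83 (SD, n = 6) CPM in NLS enriched and 40.4 ± 4.08 (SD, n = 4) in input libraries, a log2 difference of -2.65 ± 0.60 (SE, limma adjusted p 0.0034). The RANBP1 peak (ENSG00000099901, chromosome 22, 20127211 to 20127231, 3'UTR) had 2.42 ± 2.22 (SD, n = 6) and 19.4 ± 6.36 (SD, n = 4), at least 1.33-fold lower (limma adjusted p 0.00064). By edgeR their adjusted p was 0.0019 and 0.016, and with the tags in peaks as library size 0.164 and 0.238. Across 23 alternatives it reached 0.562, and NUTF2 missed the threshold in 4 and RANBP1 in 3 of them.

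**Figure D3:**
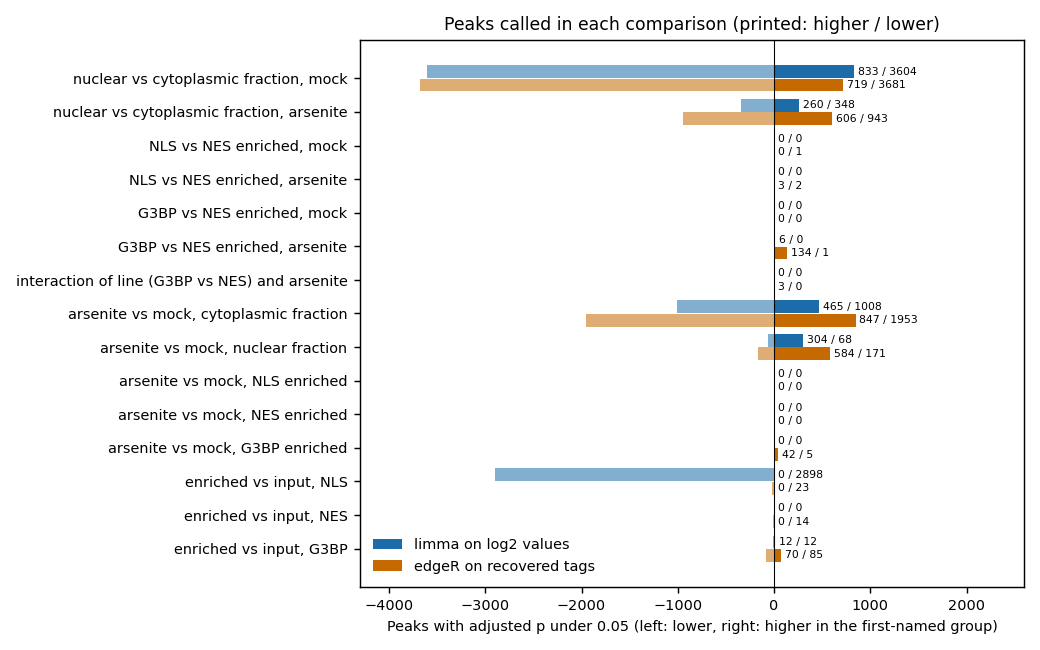
Peaks with an adjusted p under 0.05 in each comparison, by limma and by edgeR, with bars to the right for peaks higher and to the left for peaks lower in the group named first. The mock fractions differ most by both methods, and for NLS enriched against input limma calls 2898 peaks where edgeR calls 23.

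The 5 genes fixed in advance were summed over their peaks. G3BP1 had 90.5 ± 10.1 CPM in the nuclear and 437.8 ± 68.2 in the cytoplasmic mock fraction (SD, n = 3 each). In the G3BP line its 55 peaks had 40.9 ± 60.6 (SD, n = 6) in enriched mock and 60.6 ± 28.5 (SD, n = 4) in input mock libraries, and NES enriched mock libraries had 51.8 ± 57.3 (SD, n = 4). After arsenite, in the sets that hold both lines, the mean over every library was 199.7 in G3BP and 64.2 in NES enriched libraries, a difference that did not pass the test (exact permutation p 0.229). ELAVL1 had 18.4 ± 4.51 in the nuclear and 56.9 ± 15.6 in the cytoplasmic mock fraction, and ACTB 249.5 ± 9.18 and 2385 ± 450 (SD, n = 3 each). NEAT1 had 413.0 ± 27.7 and 125.2 ± 11.6 (SD, n = 3 each). MALAT1 had 2561 ± 198 and 2394 ± 286 in mock and 2903 ± 332 and 2838 ± 451 after arsenite (SD, n = 3 each), differences smaller than the spread between replicates (exact permutation p 0.4 and 0.8). The groups did not overlap for the other 4 genes in mock (exact permutation p 0.1 each). Over the 30 comparisons of these genes the smallest adjusted p was 0.333.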

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

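The tests of explanations given here were chosen after the results they examine had been seen, and both tests of single libraries' shares were redefined after their first values had been seen.

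Arsenite moved the 3'UTR and intron shares of the fractions in opposite directions. The 3'UTR share rose by 7.51 ± 1.07 points in the nuclear and changed by -17.8 ± 4.81 points in the cytoplasmic fraction (SD over 3 pairs each), a difference of 25.3 points, opposite in each pair (exact permutation p 0.1, the smallest possible). The intron share changed by -6.61 ± 1.42 and 13.2 ± 4.26 points, a difference of -19.8 (exact permutation p 0.1). Among 8 such differences the adjusted p was 0.131. Nuclear material in the cytoplasmic fraction of arsenite-treated cells was tested as an explanation. If that were the cause, other nuclear RNAs should move from the cytoplasmic towards the nuclear value as far as 3'UTR peaks (58.2%) and intron peaks (56.4%) did. The share of snoRNA peaks moved -9.19% of the way, that is, away from it, and NEAT1 moved 37.2%, but NEAT1 also rose in the nuclear fraction, so its value settles nothing. The nuclear snoRNA share fell as well, from 0.571% to 0.251%. Set against that lower value, the cytoplasmic snoRNA share of 0.0191% after arsenite allows at most 7.60% of tags from material like the nuclear fraction, so nuclear material of that kind in the cytoplasmic fraction does not account for the shift there. Cytoplasmic material in the nuclear fraction was not ruled out: after arsenite the nuclear fraction moved 24.5% (3'UTR), 28.3% (intron) and 63.4% (snoRNA) of the way to the cytoplasmic value, and NEAT1 moved -43.7%. Without the top 1% of peaks the differences were 17.1 and -14.3 points, so a few peaks do not account for them. Depth rose in both fractions, 1.35-fold in the nuclear and 1.58-fold in the cytoplasmic, while the shares moved opposite ways. Redistribution of HuR or of its target RNAs between compartments may contribute, as a hypothesis from the same data. The input libraries, which were not fractionated, also had a higher mean 3'UTR share after arsenite in every line and set. In JL0388 (1 library each) it went from 17.1% to 24.1% for NLS and from 17.0% to 23.0% for NES. For G3BP it went from 15.5% to 23.6% there. A rise like that of the nuclear fraction thus also occurred without fractionation, whereas the cytoplasmic fall ran the other way. Leakage of a part of the nucleus that is poor in snoRNA was not tested, and the NEAT1 value leaves it open. MALAT1 hardly differed between the fractions, with 2394 CPM in the cytoplasmic and 2561 in the nuclear fraction of mock cells. It therefore cannot measure such leakage, and leaves open whether it was present in both treatments.

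Arsenite affected the intron share differently in NLS and NES enriched libraries: 1.07 and -5.96 points on average over every library (4 arsenite and mock pairs each), a difference of 7.04 (exact permutation p 0.0286, adjusted 0.114 over 8). The difference was 3.32 points in JL0388 and 10.8 in JL1024, and 9.49 without the top 1% of peaks. The NLS effect itself changed sign between the sets. Its mean intron share went from 53.2% to 50.9% in JL0388 and from 27.4% to 31.8% in JL1024. With replicate libraries not told apart over their 500 highest peaks counted once, 3 against 3 gave an exact p of 0.1, which is the smallest possible and decides nothing. JL1024 holds none of those pairs. Depth rose 2.97-fold with arsenite in NES and was 0.989-fold in NLS libraries. The pattern cannot be told apart from a difference in depth.

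The intron share of G3BP enriched libraries of JL0388 and JL1024 changed by -16.3 points with arsenite on average over every library (4 arsenite and mock pairs), a difference of -17.4 from NLS (exact permutation p 0.0286, adjusted 0.114 over 8). In JL0361, which holds no NLS libraries, the mean intron share was 20.7% in mock (2 libraries) and 11.4% after arsenite (3 libraries), a smaller change. The difference from NLS was -17.7 points in JL0388, -17.1 in JL1024 and -23.8 without the top 1% of peaks. In the 2 G3BP pairs whose arsenite library was the shallower, both of JL1024, the mean arsenite effect was still -12.6 points. The intron share went from 37.5% to 32.7% in the first pair and from 39.3% to 18.8% in the second. Depth alone therefore does not account for the direction in these pairs, but the size of their mean rests mainly on the second. With replicate libraries not told apart over their 500 highest peaks counted once the exact p was 0.1, which is the smallest possible and decides nothing. JL1024 holds none of those pairs, so the direction does not rest on them, but 3 against 3 cannot pass a threshold of 0.05.

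Of 64 groups tested for a library far from the others, 9 had one, where chance gives about 3.2 (1 in 20). No biological explanation was tested for single libraries. NLS enriched mock replicate 3 had a 3'UTR share of 8.35% (Wilson interval 8.06% to 8.65%), where the others had 10.3% to 10.6%. Its interval ended at 8.65%, below the others. Without the top 1% of peaks its share was 8.23% and the others had 8.02% to 8.65%, so a few high peaks may account for it. The ratio of its library set to the other in the other treatment was 1.12, in the opposite direction. G3BP enriched arsenite replicate 6 had an intron share of 32.7% (Wilson interval 31.9% to 33.6%), where the others had 10.999% to 18.8%. Without the top 1% of peaks its share was 43.4% and the others had 14.2% to 29.2%, so the gap to the nearest library did not shrink in points, but the range of the other libraries widened and the gap over the range fell under the critical value. Whether a few high peaks contribute is left open. The ratio of its library set to the others in mock libraries was 1.38, and the other library of its set in this group had 18.8%.

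ELAVL1 gave 3 such libraries, each from 2 or 3 tags. G3BP enriched mock replicate 3 had 135.5 CPM (others up to 7.41). Counting noise gave an exact p of 0.0212 after multiplying by the 6 libraries, and dividing by the tags in peaks left a gap of 0.926 of the range. The ratio of its library set to the others after arsenite was 4.71. The other library of its set had 0 tags and too few tags in total to tell the levels apart (exact p 1), so a library set difference may account for it. NES enriched mock replicate 2 had 39.7 CPM (others 0), an exact p of 0.107, which counting noise may account for; the gap by tags in peaks was 1. NLS enriched mock replicate 2 had 20.5 CPM (others 2.09 to 4.93), an exact p of 0.126 and a gap of 0.764 by tags in peaks, so counting noise or the scaling may account for it. For G3BP1, G3BP enriched mock replicate 1 had 158.0 CPM from 1 tag (others up to 47.9). Its exact p was 1, so counting noise accounts for it, and the gap by tags in peaks was 0.726.

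MALAT1 in G3BP enriched arsenite replicate 6 had 768.6 CPM from 90 tags (others 76.1 to 315.6), an exact p of 1.67e-27 and a gap by tags in peaks of 0.680. The ratio of its library set to the others in mock libraries was 3.66, but the other library of its set in this group had 283.8 CPM (exact p 2.23e-05 between both), within the range of the others. A set difference does not account for this library alone, and none of the explanations tested does. MALAT1 in G3BP input arsenite replicate 1 had 527.8 CPM from 9 tags (others 1159 to 1396), an exact p of 0.0173 and a gap of 0.276 by tags in peaks, where it was still the lowest, so scaling to the library total may account for part of it. The set ratio was 1.52, in the opposite direction, and the other libraries of its set differed from it (exact p 0.00269). ACTB in G3BP input mock replicate 2 had 687.9 CPM from 145 tags (others 89.0 to 118.9), an exact p of 4.07e-40. The gap by tags in peaks was 0.771, under the critical value, but it was still the highest. The set ratio was 2.14, but the other library of its set in this group had 101.3 CPM (exact p 0.000336 between both), so a set difference does not account for it. Scaling may account for part of it at most.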

How the results depend on the processing

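The counts of splits, the scaling to tags in peaks, the counting of pairs once and the removal of libraries under 2000 tags were chosen after the results had been seen. Of 173 fits of the peak tests under other settings 96 stayed within 1.5 times the count reported and 77 did not. Of 147 fits that each left out 1 library 92 did and 55 did not. The cause was not tested unless a value is given for it.

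With 1 library left out, the calls between fractions ranged from 0 to 16620 in mock (6 fits, 33922 peaks at an unadjusted p under 0.05 in the fit with 0) and from 0 to 57 after arsenite (6 fits, 32828 to 35976 unadjusted where 0). Arsenite against mock ranged from 0 to 16959 in the cytoplasmic (39167 unadjusted where 0) and from 1 to 8614 in the nuclear fraction. NLS against NES ranged from 0 to 230 in mock (163 to 564 unadjusted where 0) and was 0 in each of 8 fits after arsenite (176 to 530 unadjusted). G3BP against NES was 0 in mock (24 to 163 unadjusted) and 0 to 1 after arsenite (228 to 420 unadjusted where 0), and the interaction was 0 in 16 fits (133 to 455 unadjusted). Arsenite against mock was 0 in each fit for NLS (225 to 392 unadjusted), NES (59 to 103) and G3BP (129 to 386). Enriched against input ranged from 2815 to 11071 for NLS, 0 to 640 for NES (247 to 424 unadjusted where 0) and 2 to 51 for G3BP. The numbers of fraction calls therefore rest on single libraries.

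A pseudocount 4 times smaller gave 2943 calls between mock fractions, 303 between arsenite fractions, 70 and 52 for NLS against NES in mock and arsenite, 23 for G3BP against NES after arsenite, 6762 and 150 for arsenite in the cytoplasmic and nuclear fractions, 14 for arsenite in NES, and 54 and 2 for enriched against input in NES and G3BP. One 4 times larger gave 34 for G3BP against NES after arsenite and 1 for NES enriched against input. Peaks non-zero in at least 2 libraries gave 1 for NLS against NES after arsenite, 1 and 11 for G3BP against NES in mock and arsenite, 11 for arsenite in G3BP, and 6, 10 and 4 for enriched against input in NLS, NES and G3BP. Peaks at or above the median gave 10370 and 3119 between fractions, 3 for NLS against NES in mock, 53 for G3BP against NES after arsenite, 6653 and 2059 for arsenite in the cytoplasmic and nuclear fractions, and 17 for NLS enriched against input. Centring on the median gave 266 between arsenite fractions, 18 for G3BP against NES after arsenite and 0 for NLS enriched against input (2576 unadjusted).

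EdgeR gave 1549 between arsenite fractions, 1 and 5 for NLS against NES, 135 for G3BP against NES after arsenite, 3 for the interaction, 2800 and 755 for arsenite in the cytoplasmic and nuclear fractions, 47 for arsenite in G3BP, and 23, 14 and 155 for enriched against input in NLS, NES and G3BP. With the tags in peaks as library size edgeR gave 1859 between arsenite fractions, 28 and 32 for NLS against NES, 106 and 50 for G3BP against NES, 3 for the interaction, 4128 and 929 for arsenite in the cytoplasmic and nuclear fractions, 19 for arsenite in G3BP, and 0 (3202 unadjusted), 14 and 479 for enriched against input. Limma scaled to the tags in peaks gave 64 and 51 for NLS against NES and 0 for G3BP against NES after arsenite (180 unadjusted). The replicate block gave 379 between arsenite fractions, 2347 for arsenite in the cytoplasmic fraction and 0 for G3BP against NES after arsenite (246 unadjusted). For G3BP against NES after arsenite, no library set covariate gave 2 and all library sets 0 (483 unadjusted); without the covariate G3BP enriched against input gave 2. The replicate block was not planned and not run for the interaction and for enriched against input.

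Counting pairs once gave 262 for NLS against NES in mock by limma. By edgeR it gave 1 and 2 for NLS against NES, 0 for G3BP against NES after arsenite (312 unadjusted), 1 for the interaction, 30 for arsenite in G3BP, and 9, 14 and 156 for enriched against input. Without libraries under 2000 tags, which left 2 G3BP enriched mock libraries in the tests against NES, both of JL1024, limma gave 3790 for G3BP against NES in mock and 2332 for the interaction where edgeR gave 3 and 1. Limma also gave 10 for G3BP enriched against input, where edgeR gave 133, and edgeR gave 1 for arsenite in G3BP.

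The split of calls into higher and lower moved with the scaling, the pseudocount or the test. For G3BP against NES after arsenite the split was 6 higher and 0 lower as reported, 20 and 3 with the smaller pseudocount, 1 and 17 centred, and 19 and 31 by edgeR on tags in peaks. For NLS against NES in mock it was 60 and 4 scaled to tags in peaks by limma and 0 and 28 by edgeR on tags in peaks. After arsenite these splits were 41 and 10 by limma and 1 and 31 by edgeR. For G3BP against NES in mock edgeR on tags in peaks gave 1 higher and 105 lower, where limma scaled to them called 0. For arsenite in the cytoplasmic fraction it was 465 and 1008 as reported and 5162 and 1600 with the smaller pseudocount; in the nuclear fraction edgeR on tags in peaks gave 657 and 272, against 304 and 68 as reported. For G3BP enriched against input it was 12 and 12 as reported, 0 and 2 with the smaller pseudocount, 13 and 3 centred, 17 and 3 scaled to tags in peaks and 434 and 45 by edgeR on tags in peaks. For NES enriched against input edgeR gave 0 higher and 14 lower, and 13 and 1 on tags in peaks. Scaling to tags in peaks shifts log2 differences by -0.69 and -0.73 for NLS against NES, -0.88 and -1.10 for G3BP against NES, 0.14 between mock fractions, 0.41, 1.11 and 0.48 for enriched against input, and -0.13 and -0.28 for arsenite in NLS and G3BP.

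Shares gave the same result in 50 of 60 fits under other settings and 73 of 88 with 1 library left out. The 3'UTR difference between NLS and NES in mock was -13.4 points counting non-zero peaks and -10.6 without the top 1% of peaks (exact permutation p 0.0286 each), and the intron difference 15.9 and 11.1 (exact permutation p 0.0286 each). The 3'UTR difference between G3BP and NES in mock reversed to -0.258 and -4.11. The intron difference between NLS and NES after arsenite was 20.2 with the replicate block (exact p 0.125) and 18.7 with pairs counted once (exact p 0.1), and between G3BP and NES in mock 9.63 with the block (exact p 0.125). The intron difference between G3BP and NES after arsenite reversed to 2.74 with pairs counted once.

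With 1 library left out, the 3'UTR differences ranged from -33.2 to -29.1 and from -6.03 to -4.78 between fractions in mock and arsenite, from -19.2 to -9.96 and from -20.4 to -9.13 for NLS against NES, and from -1.03 to 8.23 and from 14.2 to 26.8 for G3BP against NES. The intron differences ranged from 22.2 to 25.6 and from 3.19 to 4.39 between fractions, from 8.70 to 17.97 and from 16.9 to 23.5 for NLS against NES, and from 6.46 to 11.3 and from -4.84 to 1.27 for G3BP against NES, where 4 fits reversed (1.27, 0.825, 0.793 and 1.13). MALAT1 between arsenite fractions reversed to -109.1 and -151.9 CPM in 2 of 6 fits, which ranged up to 298.8. Of 192 fits of the 20 named peaks 19 lost significance, and of 136 with 1 library left out 53 did; no direction changed in these fits.

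Other splits of the same libraries were counted. For each fraction test (mock, arsenite, and arsenite in either fraction), 1 of the 4 splits that part each same-numbered pair, the real one, gave as many calls, and 0 of the 6 other splits did. For NLS against NES in mock and arsenite, G3BP against NES in mock, and arsenite in NLS and NES, 8 of 8 did, as the real count was 0. For G3BP against NES after arsenite it was 1 of 8, and 0 of the 26 other splits gave as many calls. In mock, however, another of the 8 splits of G3BP and NES libraries gave 24 calls. That is more than the 6 of the real split after arsenite. With 4 or 8 splits the share cannot fall under 0.05. For the interaction 96 of 96 and for arsenite in G3BP 64 of 64 did. For enriched against input 1 of 61 did in NLS, 59 of 59 in NES and 1 of 99 in G3BP, where the largest other counts were 4, 1 and 9. Of 200 peaks changed 4-fold in simulated data limma recovered 50 at most in the tests of enriched libraries against each other and 0 in the interaction. In the deeper fraction tests it recovered 53 to 84 when the changed peaks were among the 2000 with the most tags. When they were drawn from all tested peaks it recovered 0 to 3 there, and up to 43 in the enriched tests. The order depended on the way of drawing, so the low recovery is not shown to come from depth.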

Other observations

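The tests given here were chosen after the results they examine had been seen. Each of the 2898 calls for NLS enriched against input was lower in the enriched libraries. The enriched libraries held 27948.5 tags in peaks on average and the input libraries 298514. In simulated data with the same depths limma called 1289 unchanged peaks, and on the real data edgeR called 23. A difference in depth may therefore account for most of these calls, and no depletion by the streptavidin step is inferred from them.

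Fewer peaks differed between the fractions after arsenite than in mock cells, 608 against 4437. Peaks chosen for a large mock difference would look smaller after arsenite by selection alone. Of the peaks called after arsenite, which selection would push the other way, 54.4% had the larger difference in mock. Over the 2000 highest peaks, chosen without regard to either contrast, the median absolute log2 difference was 1.82 in mock and 0.59 after arsenite. Selection does not account for the pattern. A smaller difference between fractions after arsenite may reflect redistribution of HuR or of RNA, as a hypothesis. The 3'UTR share also rose with arsenite in the input libraries, which were not fractionated. Material like the whole nuclear fraction in the cytoplasmic fraction does not account for its shift, since snoRNA peaks there moved -9.19% of the way to the nuclear value and allow at most 7.60% of such tags, while NEAT1 at 37.2% of the way settles nothing. Cytoplasmic material in the nuclear fraction was not ruled out, and leakage of a part of the nucleus poor in snoRNA was not tested.

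The 3'UTR share of the NES enriched libraries split by library set, at 34.7% to 44.8% in JL0388 and 8.94% to 16.1% in JL1024, a gap of 26.8 points. The gap was 19.9 points without the top 1% of peaks and 17.3 points when 3'UTR tags were divided by 3'UTR plus intron tags. In the NES input libraries the gap was 2.53 points, so the 3'UTR gap was mainly seen after the streptavidin step. None of the 3 explanations accounts for the gap, and RNase dilution or labelling, which the labels do not give per library, were not tested. No biological explanation was tested. SnoRNA peaks held 0.351% to 0.658% of tags in NES enriched libraries of JL0388 and 2.66% to 7.64% in those of JL1024. The sets also differed without that step: snoRNA peaks held 0.369% to 0.444% in NES input libraries of JL0388 and 2.58% to 3.04% in those of JL1024. Intron peaks held 48.9% and 34.3% in mock input libraries of JL0388 and JL1024.

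Between enriched and input libraries the 3'UTR share differed by -6.71 points in JL0388 and -2.15 in JL1024 for NLS in mock, and by -10.99 and -3.46 after arsenite. For NES it was 18.7 and -2.93 in mock, and 20.7 and -6.20 after arsenite. For G3BP it was 7.87, 17.4 and 8.62 in JL0361, JL0388 and JL1024 in mock, and 9.13, 37.0 and 12.02 after arsenite. Each value of JL0388 and JL1024 rests on 1 input and 2 enriched libraries, and no difference here was tested. The G3BP mock input library of JL1024 held 1353 tags in peaks, and the G3BP enriched mock libraries of JL0388 held 1831 and 679. In JL0361 after arsenite the enriched libraries (22.4% to 49.0%) spanned the input range (26.9% to 33.1%), while in mock the ranges did not overlap.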
